A study of Mus musculus with 6 samples.

How the data were processed

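Chromatin immunoprecipitation followed by sequencing (ChIP-seq) for the transcription factor E2F1 was analysed in NIH/3T3 cells, an established line of mouse embryonic fibroblasts. Per the labels, the cells carried either a doxycycline-inducible E2F1 construct or an empty vector (EV), were starved of serum for 48 hours and were collected after 12 hours of doxycycline. There were 2 libraries per construct, each with its own peak list, and the peaks were taken as called per sample because each list differs in its peaks and background. The labels name 2 further samples, input DNA of the EV cells, for which no file was used here. Groups and replicate numbers came from the sample titles.

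Each deposited list has 10 columns in the narrowPeak layout. The score column holds the authors' peak score, a whole number that equals 10 times the −log10 q-value, rounded down. The deposited fold enrichment is a ratio of the read pileup to the local background at the summit. The remaining statistics are the deposited −log10 p-value and −log10 q-value of each peak. The protocols in the labels describe RNA extraction and RNA libraries, so the antibody, the aligner, the peak caller and its version, the control used for each list and the genome build are not stated. The smallest −log10 p in each list lay just above 10, from 10.0001 in E2F1 replicate 1 to 10.0187 in E2F1 replicate 2, while the smallest −log10 q ranged from 5.60 in EV replicate 1 to 7.23 in E2F1 replicate 2. The peak numbers inside the names run to 10591, 9635, 165 and 1612 in E2F1 replicates 1 and 2 and EV replicates 1 and 2, above the number of peaks listed. Both features are those of lists cut at a p-value of 1e-10 after calling. Weaker sites are therefore missing from every list, and a site without a peak is not a site without signal.

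No read counts or library totals were used. The pileup and the local background behind each peak were instead solved from the deposited fold and −log10 p, taking fold as pileup plus a pseudocount of 1 over background plus 1, and p as the upper tail of a Poisson distribution. A whole-number pileup reproducing both values within 5% of the step between neighbouring pileups was found for 99.99% and 99.98% of peaks in E2F1 replicates 1 and 2 and for 95.7% and 99.7% in EV replicates 1 and 2. With the p-values permuted among peaks, the share was at most 12.9%. The lowest solved background of a list was taken as its genome-wide background, which rises with sequencing depth and with fragment length. It is the only measure of depth used here. In steps of 0.386, 0.387, 0.501 and 0.253 reads, in the same order of lists, 73.5%, 48.9%, 55.9% and 61.6% of the other backgrounds below 15 fell on whole steps, against a median of at most 3.49% for other step sizes. Such steps are what a scaled count of control reads gives.

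Gene positions came from a table of RefSeq genes of assembly GRCm38.p6, without strand, exons or sequence. The build of the lists was checked against it. Peak summits lay within 1000 bp of a protein-coding gene boundary for 77.5% and 78.3% of E2F1 peaks in replicates 1 and 2, and for at most 9.79% after moving all peaks by 2 to 100 kb in either direction. On 20 of 21 chromosomes the unshifted positions of E2F1 replicate 1 gave the highest share. Coordinates are those of the peak lists, counted from 1. The promoter windows planned before the data were examined need strand, so they were replaced by the region within 1000 bp of either boundary of a protein-coding gene, where the start and the end of a gene are not told apart. The planned motif tests and the matching of promoters on CpG or GC content need sequence and were not run. The gene set test therefore used unmatched random genes, which had been planned as an alternative.

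Peaks of the lists were called shared when they overlapped by at least 1 bp. Consensus E2F1 peaks are the union intervals of overlapping peaks holding at least 1 peak of each replicate. Shares are given with Wilson 95% intervals, which cover counting error only. Overlaps and boundary shares were compared with 1000 shuffles of the peaks within their chromosome, one-sided, between the first and last annotated base. Assembly gaps were not excluded, which was a departure from the plan, and peaks on unplaced scaffolds stayed in place. The smallest p these shuffles can give is 0.001. Peak numbers were compared by an exact two-sided permutation test on the log2 scale. Gene sets, 5 in number, were written before the data were examined: G1/S genes, G2/M genes, immediate early genes, RB/E2F regulators and ribosomal protein genes, the last chosen by symbol. All symbols of the 4 written sets were found in the table. Each set was compared with 10000 random lists of protein-coding genes, two-sided, with Benjamini-Hochberg adjustment over the 5 sets. Named peaks followed a rule fixed before the data were examined: peaks at the E2f1 gene, the 5 consensus E2F1 peaks with the highest mean score that overlap no EV peak, the 5 highest-scoring peaks shared by both EV replicates, and the highest-scoring consensus peak of the G1/S, G2/M and RB/E2F sets.

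The steps were tested on simulated data. All 446 simulated pileups were recovered exactly. They stayed far below the highest pileups solved here, such as 50424 reads, for which recovery was not tested. All planted shared peaks, which were placed to overlap, were found. Of unrelated lists of 400 peaks, 1% had a shuffle p of at most 0.05, and of random gene sets 4.5% did. These lists and sets were drawn in the same way as the random ones they were compared with. The rates therefore check the calculation, and not how the tests behave on real peaks, which are not evenly spread. Alternatives covered the overlap rule, the score threshold, the boundary window, the gene classes, the shuffling distance, each replicate left out in turn, the replicate number as a block and, added after the data were examined, the gene background, a peak anywhere in the gene and the measure used for rank agreement. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.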

Results

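E2F1 ChIP-seq peaks were compared between NIH/3T3 fibroblasts carrying an inducible E2F1 construct and cells carrying an empty vector (EV), with 2 libraries of each. All cells had been serum-starved for 48 hours and treated with doxycycline for 12 hours, in a study of re-entry into the cell cycle from a resting state. The comparison with EV asks which sites depend on induced E2F1. The genome-wide background of a library, used here as its measure of depth, was 1.85 reads in E2F1 replicate 1, 1.86 in E2F1 replicate 2, 2.20 in EV replicate 1 and 1.18 in EV replicate 2. Scores and fold enrichments of peaks are the authors' own values and were used to describe and rank peaks within a list. An exception is a score threshold that was set on all lists alike. Positions are on GRCm38, the build that the peak positions fit.

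At the E2f1 gene, each E2F1 library had 1 peak and neither EV library had any. The peak spanned chromosome 2, 154568865 to 154570715, in E2F1 replicate 1, with a fold enrichment of 34.0 that ranked 169 in its list. In E2F1 replicate 2 it spanned 154569000 to 154570304, with a fold enrichment of 38.8 and rank 444. The summits lay 170 bp and 188 bp from a boundary of the gene.

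The lists held 7836 peaks in E2F1 replicate 1 and 8027 in E2F1 replicate 2, against 70 in EV replicate 1 and 358 in EV replicate 2. The means were 7932 ± 135 peaks (SD, n = 2) for E2F1 and 214 ± 204 (SD, n = 2) for EV. The log2 ratio of the geometric means was 5.65, a ratio of 50.1. Every E2F1 library had more peaks than every EV library, and the exact two-sided permutation test gave p = 0.333, the smallest value that 2 against 2 libraries can give, so the design cannot pass 0.05. The ratio rested on how many EV peaks were counted. It was 4.47 on the log2 scale without EV replicate 1 and 6.82 without EV replicate 2. At the stricter score threshold of 312, the median of all E2F1 peaks, 3737 and 4198 E2F1 peaks remained against 20 in each EV library, a log2 ratio of 7.63. As the threshold came from the E2F1 scores, the share of E2F1 peaks kept was fixed in advance. Scores also depend on depth, so this ratio cannot be read as a larger effect.

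**Figure D1:**
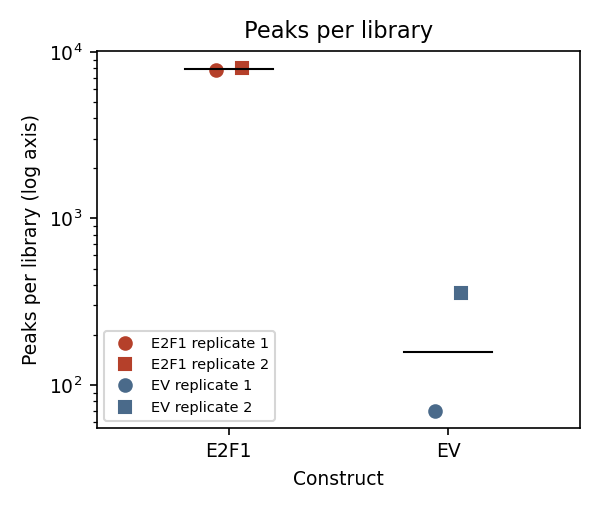
Number of peaks in each library, on a log axis, for the E2F1 and EV constructs. Circles are replicate 1, squares replicate 2 and the lines are geometric means, 7931 for E2F1 and 158 for EV.

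Of the peaks of E2F1 replicate 1, 7070 (90.2%, Wilson 95% interval 89.5 to 90.9) were overlapped by a peak of replicate 2, and 7074 of the replicate 2 peaks (88.1%, 87.4 to 88.8) by a peak of replicate 1. Shuffled peaks gave means of 0.735% and 0.714%, and p was 0.001 in both directions, the smallest the shuffles can give. The alternative that moved these shares most, peak centres within 200 bp, gave 71.1% and 69.4%. Peaks seen in only one E2F1 replicate were weak ones, with 99.1% of the 766 in replicate 1 and 97.5% of the 953 in replicate 2 below their list's median score. The overlapping peaks formed 7006 consensus peaks, across which the scores of the replicates had a Spearman's rho of 0.83. Peaks are not independent replicates, so no p is given. Between the EV libraries 21 peaks were overlapped, 30% (20.5 to 41.5) of replicate 1 and 5.87% (3.87 to 8.80) of replicate 2, also with p = 0.001 in the permutation test by shuffling.

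Of the consensus E2F1 peaks, 19 (0.271%, 0.174 to 0.423) were overlapped by a peak of either EV library. The share was low, and the short EV lists limit how high it can go. It was above the shuffled mean of 0.0723% (permutation p = 0.001, the smallest the shuffles can give). It was 0.143% without EV replicate 1, and 0.498% for the peaks of E2F1 replicate 1 alone. Of the 19, 9 had a mean fold enrichment below 3. Counted from the EV side, 19 of the 70 peaks of EV replicate 1 (27.1%) were overlapped by each E2F1 library. In EV replicate 2, 27 of 358 peaks (7.54%) were overlapped by E2F1 replicate 1 and 10 (2.79%) by E2F1 replicate 2.

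Consensus E2F1 peaks were concentrated at gene boundaries. On the assembled chromosomes 5850 of 7001 (83.6%, 82.7 to 84.4) came within 1000 bp of a boundary of a protein-coding gene, against a shuffled mean of 4.97% (permutation p = 0.001, again the smallest possible). Moving peaks by at most 50 kb, which keeps them in gene-rich regions, raised the shuffled mean to 14.1%. A further 828 peaks (11.8%) lay inside protein-coding genes and 323 (4.61%) between them. A consensus peak was found at a boundary of 6816 of 21883 protein-coding genes (31.1%). Of the 5236 such genes longer than 10 kb, 81 (1.55%) had peaks at both boundaries. In the EV libraries 2 of 66 peaks of replicate 1 (3.03%, 0.835 to 10.4) and 21 of 338 of replicate 2 (6.21%, 4.10 to 9.31) came within the same distance, and neither share passed 0.05 in the permutation test (p = 0.827 and p = 0.0549). For EV replicate 2 the call depended on the setting. With a window of 500 bp the share was 4.73% and passed (permutation p = 0.0240), with 2500 bp it was 10.1% and did not (permutation p = 0.0949), and against peaks moved by at most 50 kb the 6.21% did not pass either (permutation p = 0.136). With the boundaries of all genes, both EV shares passed, at 18.2% in replicate 1 (permutation p = 0.0140) and 11.2% in replicate 2 (permutation p = 0.0460). The shuffles moved each peak on its own, but some EV peaks lay in runs. A region on chromosome 8, for example, held 13 peaks of EV replicate 2 and 4 of EV replicate 1. The permutation p-values of the EV shares may therefore be too small.

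**Figure D2:**
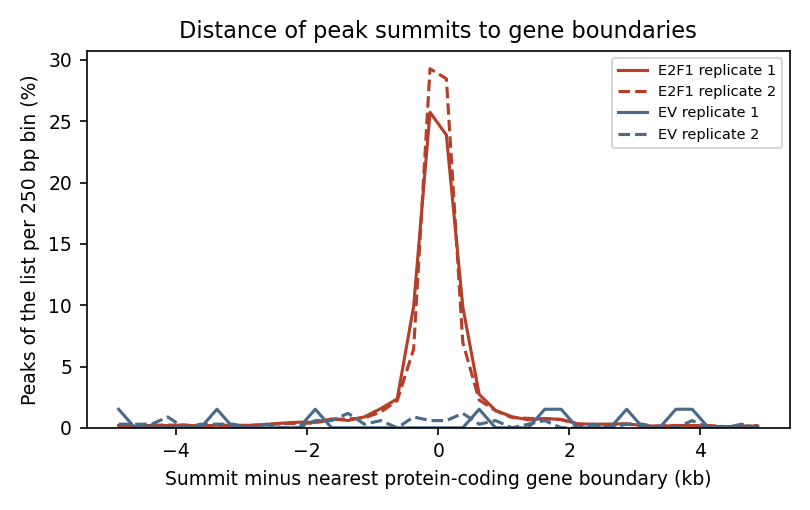
Signed distance in kb from each peak summit to the nearest protein-coding gene boundary, as the percentage of the list's peaks in bins of 250 bp. Both E2F1 lists (red) peak at 0 and the EV lists (blue) do not, with median distances of 252 and 202 bp against 27852 and 34497 bp in replicates 1 and 2.

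Gene sets fixed before the data were examined were compared with random lists of protein-coding genes, of which 31.1% have a consensus peak at a boundary. All 43 G1/S genes had one (100%, 91.8 to 100), as did 50 of 54 G2/M genes (92.6%, 82.4 to 97.1) and 25 of 32 RB/E2F regulators (78.1%, 61.2 to 89.0). Of the immediate early genes 28 of 42 did (66.7%, 51.6 to 79.0), and of the ribosomal protein genes 42 of 81 (51.9%, 41.1 to 62.4). The adjusted p of the permutation test was 0.00025 for the first 4 sets named, each with the smallest unadjusted p that the random lists can give, 0.0002, and 0.0006 for ribosomal protein genes. Only 2 and 21 genes had a boundary peak in EV replicates 1 and 2, too few to compare by set. The ribosomal protein set depended on weak peaks: with peaks at or above each list's median score 12.3% of its genes had a peak, not distinguishable from the 15.4% of random lists (adjusted permutation p = 0.554). In Fisher's exact tests against the ribosomal protein set, added after the data were examined, the share was higher in G1/S (adjusted p = 5.49e-09), G2/M (adjusted p = 4.47e-07) and RB/E2F genes (adjusted p = 0.0152), and not distinguishable in immediate early genes (adjusted p = 0.129), with adjustment over 4 tests.

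**Figure D3:**
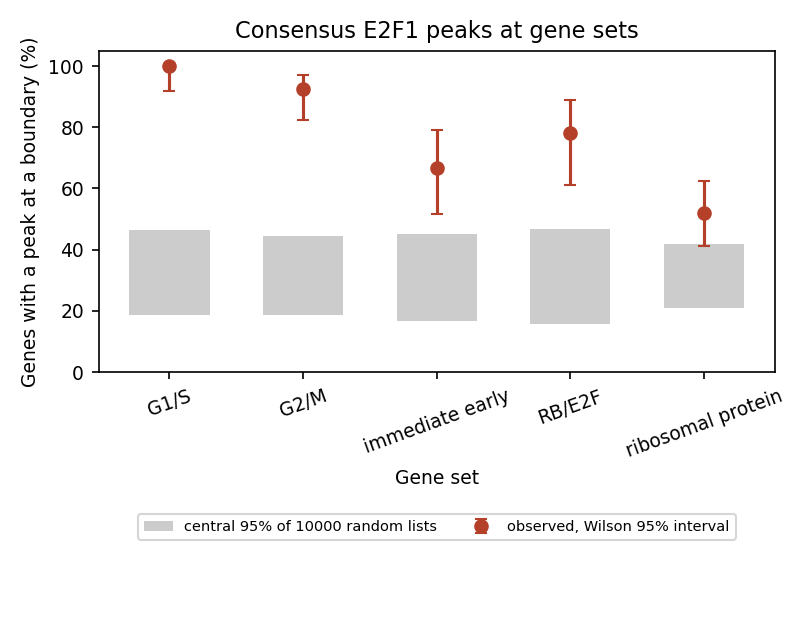
Percentage of the genes of each set with a consensus E2F1 peak within 1000 bp of a gene boundary (points, with Wilson 95% intervals) and the central 95% of 10000 random gene lists (grey bars). All 5 sets lie above the random lists, from 51.9% for ribosomal protein genes to 100% for G1/S genes.

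Ranked by mean score over all consensus peaks, the first 5 overlapped EV peaks. The first of them lay on chromosome 2, 98666590 to 98667281, with fold enrichments of 2.14 in E2F1 replicate 1 and 2.84 in replicate 2. Among consensus peaks that overlap no EV peak, the highest-scoring lay at the boundary of Slbp and Tmem129 on chromosome 5, 33651708 to 33653095, with folds of 46.5 and 90.5. It was also the highest of the G1/S set. The peak at Ccne1 on chromosome 7, 38105899 to 38108683, had folds of 65.0 and 131.6 and was the highest of the RB/E2F set. The third of these lay on chromosome 6, 117878763 to 117880384, with folds of 42.9 and 113.5, and was 5997 bp from the nearest protein-coding gene, Zfp239. The peak at Hmgn2 and Dhdds on chromosome 4, 133966896 to 133968557, had folds of 82.5 and 104.3. That at Tfdp1 on chromosome 8, 13338079 to 13340025, had folds of 55.4 and 85.8. The highest peak of the G2/M set was at Lbr on chromosome 1, 181841313 to 181843152, with folds of 34.6 and 56.0.

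The 5 highest-scoring peaks shared by the EV libraries were of another kind. The first lay on chromosome 2, 98666682 to 98667258, in a region 1035010 bp from the nearest protein-coding gene, with folds of 1.92 in EV replicate 1 and 1.95 in replicate 2 and pileups of 50424 and 22835 reads. Low folds were also found on chromosome 14, 19415822 to 19418945, at 1.58 and 1.26, and on chromosome 17, 13550792 to 13552958, at 1.84 and 2.64. The second and the third were inside the Chaf1a gene on chromosome 17. At 56046798 to 56047652 the folds were 11.3 and 120.8, and at 56062064 to 56065446 they were 9.22 and 168.5. In the E2F1 libraries both intervals also had peaks, where the first had folds of 19.8 in replicate 1 and 2.60 in replicate 2, the latter ranking 8017 of 8027 in its list. A peak at the boundary of Chaf1a was listed in the E2F1 libraries and in neither EV library, with folds of 23.8 in replicate 1 and 29.96 in replicate 2.

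**Figure D4:**
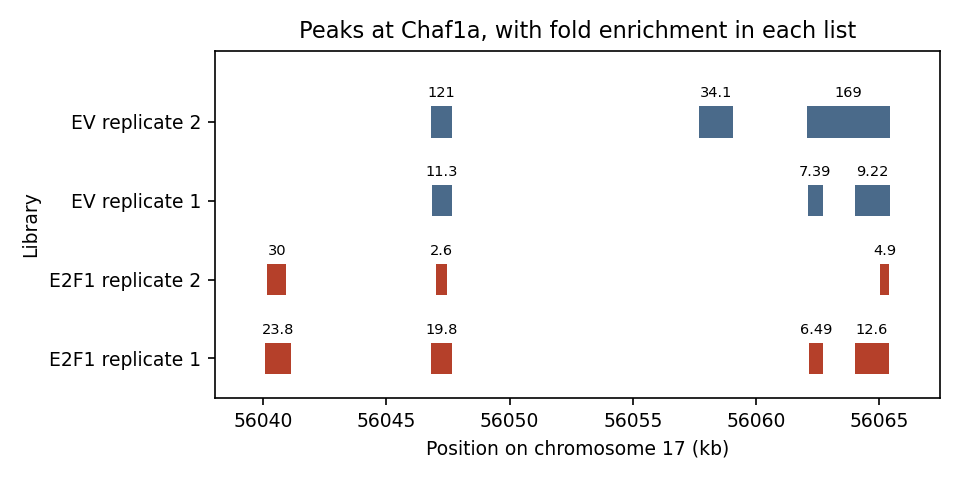
Peaks at the Chaf1a gene in each library, drawn to scale along chromosome 17 in kb, with the authors' fold enrichment above each peak. The E2F1 libraries (red) have a peak at the gene's boundary, and the intervals inside the gene are listed in the EV libraries (blue) too, with folds of up to 169 in EV replicate 2.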

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

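All tests in this part were chosen after the result was seen. E2F1 replicate 2 listed 2 peaks on the mitochondrial chromosome, counted in its total but outside the comparisons by position in the report, while E2F1 replicate 1 and both EV libraries listed 0. They spanned 112 to 9313, with a fold of 10.1 and a pileup of 28 reads, and 10327 to 16033, with a fold of 11.9 and a pileup of 33 reads. A binding site of E2F1 in mitochondrial DNA would give a peak of usual width, and the narrower of the peaks was 7.01 times as wide as the median peak of the list. The peaks covered 92.7% of the annotated mitochondrial genome, as more mitochondrial DNA in this library would give, so carry-over of that DNA is a candidate explanation. The local background at both peaks was 1.86 reads, the genome-wide background of this library, so it showed no raised mitochondrial coverage in a control. How mitochondrial reads were treated in the control is not known, which limits this reading. The lists hold only sites past the filter, so weaker mitochondrial signal in the other 3 libraries is not excluded.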

How the results depend on the processing

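Of 82 alternatives computed over 15 results, 68 kept the direction and the side of the threshold or stayed within the spread, and 14 did not. The alternatives on gene background, on counting a peak anywhere in a gene and on the measure of rank agreement were chosen after the data were examined. The overlap between E2F1 replicates, between EV replicates and between E2F1 and EV peaks stayed above shuffled peaks under reciprocal overlap of 50%, centres within 200 bp and a score at or above each list's median.

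The replicate block gave the peak number the same log2 ratio of 5.65, with an exact sign-flip p of 0.5, the smallest 2 pairs can give. With 1 value per library, the peak numbers cannot show whether the replicate numbers pair the samples. The local background at the first Chaf1a interval, given among the other observations, was alike within a replicate number, as lists that share a control would have. At the peaks that reach position 56065403 it was less alike. It was 3.34 and 4.33 times the genome-wide background in E2F1 and EV replicate 1, and 5.84 and 7.07 times in E2F1 and EV replicate 2. The peaks of replicate 1 near 56062122 were alike, at 1.88 and 1.82 times. A shared control is therefore not settled. The log2 ratio of peak numbers rose to 7.63 at the stricter score, a threshold taken from the E2F1 peaks. It ran from 4.47 to 6.82 across the 4 fits that each left out one library. The share of consensus E2F1 peaks overlapped by EV was 0.143% without EV replicate 1 and 0.186% without EV replicate 2. Without an E2F1 replicate there is no consensus, and the share was taken over the other replicate's own list. It was 0.498% in E2F1 replicate 1 and 0.262% in E2F1 replicate 2. The boundary share of consensus peaks was 81.1% to 81.2% in the single replicates' own lists, below the 83.6% of the consensus, which leaves out the weaker unshared peaks.

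The EV boundary shares, from 66 and 338 peaks, depended on the setting. In EV replicate 1 the share went from below to above the shuffled mean at 2500 bp, to 9.09%, and with the boundaries of all genes, to 18.2%. In EV replicate 2 it passed the threshold at 500 bp, with 4.73%, and with the boundaries of all genes, with 11.2%, but not at 2500 bp, with 10.1%, nor against peaks moved by at most 50 kb. The cause was not tested, and the shuffles, which moved each peak on its own, do not allow for EV peaks that lie in runs.

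The share of ribosomal protein genes with a peak fell from 51.9% to 12.3% with peaks at or above each list's median score, which put it below the 15.4% of random lists by a difference that did not pass (adjusted permutation p = 0.554). Weaker peaks were removed by construction there, and the peaks at these genes had a median score percentile of 29.8. In the single replicates' lists the share was 58.0% to 69.1%. The other 4 gene sets stayed above random lists under the 5 alternatives that drew such lists, length-matched genes included. No lists were drawn for the fits without one replicate. Rank agreement between E2F1 replicates was 0.66 over consensus peaks at or above the median score, 0.87 for the recovered pileup and 0.70 for fold enrichment. The local background, by which fold is divided, had a rho of 0.29 between replicates.

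Not run, for want of sequence here, were the motif tests with their alternatives and the gene set test within strata of CpG or GC content, so a preference of peaks for CpG-rich promoters was not separated from the gene set result. The filter at a p-value of 1e-10 limits every count to strong sites, and EV replicate 2, with a background of 1.18 reads, was the shallowest library.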

Other observations

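All tests in this part except that of the background-matched random genes were chosen after the result was seen.

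The E2F1 lists were longer than the EV lists, and a difference in depth was tested as the cause. EV replicate 1 had the fewest peaks and the highest genome-wide background of the 4 libraries, 2.20 reads, which argues against lower depth for this library. EV replicate 2 was shallower. When pileup and background of E2F1 replicates 1 and 2 were thinned to its depth, 6555 and 6921 peaks still passed the filter, against the 358 it listed. A less efficient immunoprecipitation in the EV libraries cannot be told apart from little E2F1 in those cells: the design confounds them with the groups, and the low boundary share in EV replicate 2, 6.21%, would follow from either.

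Many EV peaks away from gene boundaries lay where the local background was high. It was at least 5 times the genome-wide background at 33 of 64 such peaks of EV replicate 1 (51.6%) and 130 of 317 of EV replicate 2 (41.0%). In the longer E2F1 lists the shares were lower, with 67 of 1482 such peaks in replicate 1 (4.52%) and 39 of 1505 in replicate 2 (2.59%). By number, E2F1 replicate 1 had more of them than EV replicate 1. Raised coverage in the control as well, as at repeats or extra copies, is a candidate explanation for this part of the EV peaks. For the others, 31 and 187 peaks, none was tested. In EV replicate 2, 66 peaks (18.4% of the list) fell in 4 runs of at least 8 peaks within 200 kb. The longest run, 21 peaks on chromosome 6 from 114497114 to 114629610, had folds of 2.00 to 4.22 at a median of 26.1 times the genome-wide background, and no other library listed a peak there. No biological explanation was tested.

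The peaks inside Chaf1a headed both EV lists. By fold they ranked 1, 2 and 3 in EV replicate 2, and 1, 2 and 4 in EV replicate 1. The first interval was chosen as one that both EV libraries list. Binding by induced E2F1 would give no strong enrichment in EV cells, which lack the construct, and more copies in the cells' DNA, equal in control and immunoprecipitate, would leave the fold near that of other raised regions. At the first interval it was 11.3 in EV replicate 1 and 120.8 in EV replicate 2. Peaks outside Chaf1a whose local background was at least as high as at this interval, 41 and 107 peaks, reached at most 4.86 and 6.44. In EV replicate 1 another peak inside Chaf1a, at 56064013 to 56065410, also had so high a background, with a fold of 9.22. At the first interval the fold in E2F1 replicate 2 was 2.60, a value that extra copies alone would allow, and in E2F1 replicate 1 it was 19.8. The EV folds argue against induced E2F1 as the cause of the EV peaks, and against equal extra copies as the whole cause but not as a part of it. Binding by E2F1 of the cells' own was not tested. The local background at the first interval was 13.1 and 13.5 times the genome-wide background in E2F1 and EV replicate 2, and 3.76 and 3.88 times in E2F1 and EV replicate 1. At the peak on the gene's boundary it was 1.46 and 1.06 times in E2F1 replicates 1 and 2. Within EV replicate 1, however, the value was not high, at percentile 38.6 of the list's peaks. In steps of 1 control read it came to 63.02 in E2F1 replicate 2 and 63.01 in EV replicate 2, and to 17.99 in E2F1 replicate 1 and 17.01 in EV replicate 1. A hypothesis that stays open is that DNA carrying parts of Chaf1a, such as a plasmid, was present in the libraries in differing amounts. Whether the intervals follow exons was not analysed here.

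Peaks at cell-cycle genes had high scores. The best peak at each G1/S gene had a median score percentile of 83.9 among consensus peaks, and that at RB/E2F regulators 91.5, against random medians of 51.6 and 51.9 (adjusted p = 0.0005 in each, permutation test of 10000 random lists of genes with peaks). Ribosomal protein genes had 29.8 (adjusted permutation p = 0.00567). Immediate early genes, at 46.8, were not distinguishable from random genes (adjusted permutation p = 0.591). G2/M genes, at 64.9, lay close to the threshold of 0.05 on either side, with an adjusted permutation p of 0.0537 against random genes and 0.0465 against random genes matched on local background, so no call is made for this set. The matched genes reached at most 65.6 for the G1/S set in the central 95% of draws, but the matching moved that set's random median only from 51.6 to 51.7, so it does not decide whether the level of the background matters. Composition of the promoters and the E2F motif were not tested, and stronger occupancy of these genes by induced E2F1 stays an open hypothesis.

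On chromosome 4, E2F1 replicate 1 had 12 peaks between 88722069 and 88806062, a region with 16 protein-coding genes that include the interferon gene Ifnz, and the EV libraries had 0. Their folds ran from 4.38 to 6.38, a ratio of 1.46, where the median ratio in the 75 runs of this list was 4.10 and no other run had a ratio as low. E2F1 replicate 2 had 10 peaks in the same interval, with folds of 4.26 to 8.42, a ratio of 1.98, where the median ratio over the intervals of those 75 runs was 5.17. Counted from the lowest ratio, this interval had rank 3 in replicate 2, and rank 1 among the intervals with 8 or more of its peaks. The run defined in replicate 2's own list, 11 peaks from 88760367 to 88938817, reaches past this interval and was not as even, with a ratio of 4.69 against a median of 5.19 over its 73 runs. Reads shared between near-identical gene copies could give such even folds, and so could separate binding sites of like strength in the copies, which were not tested for want of sequence here.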
